A study of Mus musculus with 8 samples.

How the data were processed

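The values are FPKM, fragment counts scaled by transcript length and library size, in 1 table deposited by the authors. Reads of 50 bp from 1 end of TruSeq libraries were handled with TopHat2 2.1.0, Cuffnorm 2.2.1 and Cuffdiff 2.2.1 on the mouse build mm9, per the submitters' processing notes, which do not say which program made the table. The files give no reads, no counts and no mapping rates. The table has 23951 gene symbols, of which 5247 are at 0 in all 8 libraries. Its columns are numbered from 0 and the sample titles from 1, so each column was matched to its group only, and libraries carry the column's number. The other 3 columns, named as controls, match no sample and were not used here. Reference files at hand are of another build, so no coordinates are given, and 95.46% of the tested symbols were found in them by name.

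From these FPKM values, as deposited by the authors, log2(FPKM + 1) was computed, and the 12084 genes with an FPKM of at least 1 in at least 2 of the 8 libraries were tested. All 3 groups were fitted in 1 linear model with limma 3.58.1 under R 4.3.3, with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method within each of 3 comparisons, with a threshold of 0.05. All tests are two-sided. Of 40 gene lists, 36 had enough tested members and were tested with camera, which compares a list with the other genes at a preset correlation of 0.01, adjusted over the lists of each comparison. No list call held with a correlation estimated from the data. Counts adjusted over the list alone apply the same method to the members only. The test, the groups, the filter, the lists, the alternatives other than those named below and the rule for naming genes were chosen before the data were examined. By that rule the targeted genes are named, per comparison the 10 largest changes in each direction among called genes whose groups do not overlap and whose mean FPKM is at least 5 in the higher group, without predicted or clone symbols and short RNAs, per list up to 4 members with the smallest adjusted p, and genes called in both comparisons with BRAF. Any other gene is said to have been chosen after its values were seen. Tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

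The gene and list tests were tested on simulated data, made from the libraries' means and spreads with 200 genes changed, in 10 simulations per comparison. For SMAD4KO_BRAF against BRAF, over 11831 genes, limma recovered 60.8% of genes changed by log2 1 and 90.1% of those changed by log2 2, and 4.79% of its calls were false. For CDX2KO_BRAF against BRAF, over 11841 genes, these shares were 54.4%, 88.8% and 4.98%. With library weights 4.73% and 4.98% of calls were false. A shifted list was called in 10 of 10 simulations of each comparison, and 0 of 200 unshifted lists were called by camera. These simulated libraries vary independently and equally, which the real ones may not. In the real data, splits of the BRAF and SMAD4KO_BRAF libraries other than their groups called 8 to 19 lists.

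The alternatives were a pseudocount of 0.1, no filter, a minimum FPKM of 5, median-ratio rescaling, quantile normalization, only the 2 groups compared, no trend, a robust fit, library weights (arrayWeights), a minimum log2 change of 1, an estimated correlation, fry, and leaving out each library in turn. A further 5 were chosen after seeing the data: the sex of the mouse as a term, read from Y-linked genes, only the libraries of female mice, no short RNA genes, a term for the side of another split of the libraries, and a block for the column number in place of the planned block for the title number. Leaving aside the block, under no alternative was the median log2 change of all genes further than 0.0694 from 0. A search for differences between libraries other than their groups found sex, the level of immune and mesenchymal genes, and that split.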

Results

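Messenger RNA of mouse jejunal crypts was sequenced in 8 libraries from 3 groups of mice. Every mouse carried a conditional activating allele of Braf, a kinase of the MAPK pathway, and Villin-CreER(T2), a recombinase that tamoxifen switches on in the intestinal epithelium. The group named BRAF had 3 libraries and no further deletion. SMAD4KO_BRAF had 3 libraries and floxed Smad4, and CDX2KO_BRAF had 2 libraries and floxed Cdx2. Tamoxifen was given on 4 consecutive days, and the crypts were collected 1 day later by dissociation in 3 mM EDTA and a 70 micron filter. The values are FPKM as deposited by the authors, for 23951 gene symbols. The files hold no read counts, so the absolute depth is unknown, no counting interval can be given and the spread between libraries is the only measure of precision. The FPKM of a library summed to between 431269 and 595547, and 10924 to 11570 genes reached an FPKM of 1. The smallest steps between low values put the relative depth at 0.763 and 1.44 in BRAF libraries 1 and 2, with BRAF library 0 set to 1, at 0.722, 0.807 and 0.877 in SMAD4KO_BRAF libraries 0 to 2, and at 1.29 and 0.953 in CDX2KO_BRAF libraries 0 and 1. The median standard error of a log2 difference between groups of 3 was 0.209 for genes with a mean FPKM under 5, 0.151 between 5 and 20, 0.149 between 20 and 100 and 0.1999 at 100 or more. Changes are differences of log2(FPKM + 1), ± the standard error, with limma's p adjusted over 12084 genes in each of 3 comparisons. This scale understates changes of genes at low FPKM. The p-values measure the spread between these libraries, which the labels do not describe as separate animals.

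The targeted genes were read first, in every library. Smad4, which encodes the shared mediator of BMP and TGF-beta signals, had an FPKM of 8.93 ± 1.61 (SD, n = 3) in SMAD4KO_BRAF, 43.9 ± 2.62 (n = 3) in BRAF and 37.7 ± 3.40 (n = 2) in the libraries labelled CDX2KO_BRAF. Each SMAD4KO_BRAF library, at 7.66 to 10.7, lay below the other 5, and the fall against BRAF was log2 -2.19 ± 0.13 (adjusted p = 0.00163). Cdx2, which encodes the homeobox factor that gives the epithelium its intestinal identity, went against the label. Its FPKM was 138 ± 24.0 (n = 2) in the libraries labelled CDX2KO_BRAF, 75.6 ± 9.99 (n = 3) in BRAF and 81.1 ± 10.4 (n = 3) in SMAD4KO_BRAF. Both labelled libraries, at 155 and 121, lay above the other 6, and the rise against BRAF was log2 0.86 ± 0.18 (adjusted p = 0.0213, 0.0117 to 0.146 over the alternatives). That call ended without BRAF library 0 (0.05), BRAF library 2 (0.0505), CDX2KO_BRAF library 0 (0.146) or CDX2KO_BRAF library 1 (0.0616), and with only the libraries of female mice (0.0572). FPKM of the whole gene does not separate the floxed part of Cdx2 from the rest, so these values do not check that deletion, and each direction given for these 2 libraries rests on their label. Braf had an FPKM of 4.24 ± 0.334 in BRAF, 4.45 ± 0.395 in SMAD4KO_BRAF and 3.90 ± 0.338 in the libraries labelled CDX2KO_BRAF, and it passed in none of the comparisons (adjusted p 0.482 to 0.833). The activating allele cannot be told from the other allele by FPKM.

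**Figure D1:**
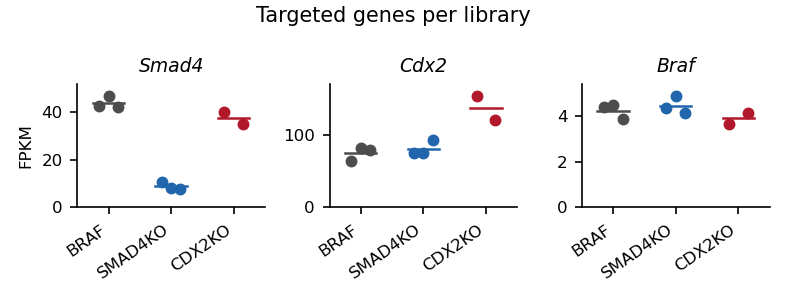
FPKM of Smad4, Cdx2 and Braf, with 1 point per library and a line at each group's mean. Smad4 lies between 7.66 and 10.7 in SMAD4KO_BRAF, and Cdx2 is highest in the libraries labelled CDX2KO_BRAF, at 155 and 121.

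Libraries of the same group resembled each other most for the libraries labelled CDX2KO_BRAF and overlapped for the others. Across genes, which are not independent replicates, Pearson's r was 0.939 between both labelled libraries, 0.897 to 0.936 within BRAF, 0.914 to 0.935 within SMAD4KO_BRAF, 0.874 to 0.929 between BRAF and SMAD4KO_BRAF and 0.818 to 0.882 between BRAF and the labelled libraries. Genes of T cells and intraepithelial lymphocytes, such as the granzyme gene Gzma, differed within groups. The median of that list relative to the BRAF mean was -1.61, 1.93 and -0.24 in BRAF libraries 0 to 2, -1.31, 0.01 and 1.19 in SMAD4KO_BRAF libraries 0 to 2, and -1.98 and -0.999 in the labelled libraries. Genes of mesenchyme and smooth muscle took similar values, with -1.34 in BRAF library 0 and 1.72 in BRAF library 1. Y-linked genes marked BRAF library 0 and SMAD4KO_BRAF library 0 as male and the other 6 as female.

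SMAD4KO_BRAF was compared with BRAF to ask what loss of Smad4 adds in crypts that already express the activated kinase. Beside Smad4, the BMP target Id3, which encodes an inhibitor of helix-loop-helix factors, fell from an FPKM of 34.6 ± 5.60 to 7.88 ± 1.81 (n = 3 and 3; log2 -2.01 ± 0.19, adjusted p = 0.0204). Nt5e, which encodes the ectoenzyme CD73, fell from 26.4 ± 10.5 to 1.22 ± 0.850 (log2 -3.63 ± 0.41, adjusted p = 0.0490), and the sugar transporter gene Slc5a4a fell by log2 2.72 ± 0.26 (adjusted p = 0.0204). Efcab4b, which encodes a calcium-binding regulator of calcium channels, rose by log2 1.05 ± 0.10 (adjusted p = 0.0204). Genes of mature enterocytes and of cholesterol synthesis fell as lists, while genes of intestinal stem cells and Paneth cells rose as lists. None of these 4 list calls held with an estimated correlation (adjusted p 0.404, 0.245, 0.344 and 0.404), and the Paneth call also ended with library weights (0.153, range over alternatives 8.33e-08 to 0.404). In the 4 genes named after Smad4 all 3 SMAD4KO_BRAF libraries lay on the same side of all 3 BRAF libraries. The rule for naming requires this of the largest changes.

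Absorptive enterocytes carry digestive enzymes and transporters on their brush border, and these genes were lower in SMAD4KO_BRAF. The brush border list fell by a median of log2 1.003 over 27 genes (camera, adjusted p = 2.73e-12, and 0.404 with an estimated correlation). All 27 members had negative values. None passed over all genes in limma, 21 had an unadjusted p under 0.05 and 13 fell when adjusted over the list alone. The smallest adjusted p-values over all genes were those of the peptidase genes Xpnpep2 (-1.27, adjusted p = 0.122), Dpp4 (-1.11, 0.179) and Anpep (-1.62, 0.183) and of the adhesion gene Tmigd1 (-2.10, 0.179). With library weights these 4 passed (0.0279, 0.0318, 0.0396 and 0.0457), and Dpp4 did so with sex as a term (0.0433), in ranges up to 0.484. Per library the list stood at 0.42, -0.21 and -0.15 in BRAF and at -0.49, -1.18 and -1.29 in SMAD4KO_BRAF. The list of nutrient and ion transporters fell by a median of 0.80 over 22 genes (1.56e-08, and 0.344 with an estimated correlation). Of these, Slc5a4a passed over all genes and 10 fell when adjusted over the list alone, among them the peptide transporter gene Slc15a1 (-1.70, adjusted p = 0.138) and the nucleoside transporter gene Slc28a2 (-3.36, 0.179). Without BRAF library 1 the transporter median was -1.40. Lipid absorption genes fell by a median of 0.78 over 25 genes (7.67e-06, and 0.553 with an estimated correlation), with 1 member falling when adjusted over the list alone and a median of -0.47 without BRAF library 0, -0.44 without SMAD4KO_BRAF library 2 and -0.40 with the side of another split of the libraries as a term. Their member Npc1l1, which encodes the cholesterol importer, was at -1.12 ± 0.15 (adjusted p = 0.0901, passing without BRAF library 2 at 0.0483, with sex as a term at 0.0365 and with library weights at 0.0315, range over alternatives 0.0315 to 0.284). Xenobiotic metabolism genes fell by a median of 0.72 over 19 genes (0.000229, and 0.404 with an estimated correlation), 6 lower and 1 higher when adjusted over the list alone, with the glutathione transferase gene Gstm3 at -1.28 (adjusted p = 0.179). Over all genes no lipid or xenobiotic gene passed in limma, and 10 and 9 had an unadjusted p under 0.05.

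Genes of cholesterol synthesis, which SREBP factors drive together, fell by a median of log2 0.45 over 19 genes (camera, adjusted p = 7.43e-11, and 0.245 with an estimated correlation). All 19 were negative, 14 had an unadjusted p under 0.05 and 13 fell when adjusted over the list alone, among them the mevalonate kinase gene Mvk (-0.72 ± 0.13, adjusted p = 0.138) and the farnesyl diphosphate synthase gene Fdps (-0.63, 0.139). This was the one list called in this comparison that also passed in fry, which tests whether the genes move one way (adjusted p = 0.0120). The other 14 list calls of this comparison ended in fry, at 0.0577 to 0.550. Glycolysis and hypoxia genes fell by a median of 0.55 over 19 genes (7.67e-06, and 0.404 with an estimated correlation), 3 when adjusted over the list alone. The oxygen sensor gene Egln3 (-1.30, adjusted p = 0.179) and the lactate dehydrogenase gene Ldha (-0.95, 0.215) are examples. Oxidative phosphorylation genes fell by a median of 0.30 over 74 genes (2.47e-07, and 0.676 with an estimated correlation), with no member passing in limma, alone or over all genes, and 5 with an unadjusted p under 0.05. That median was -0.16 without BRAF library 2, -0.18 without SMAD4KO_BRAF library 1, -0.07 after quantile normalization, -0.46 with library weights and -0.17 with the side of the other split as a term. Interferon response genes fell by a median of 0.71 over 20 genes (0.000200, and 0.344 with an estimated correlation), 1 when adjusted over the list alone, with Parp14 at -0.63 (adjusted p = 0.179) and Irf7 at -1.04 (0.262). Immediate early genes, which also respond to dissociation, fell by a median of 0.81 over 15 genes (0.000166, and 0.344 with an estimated correlation), 2 when adjusted over the list alone, with Atf3 at -1.67 (adjusted p = 0.179) and Jun at -1.04 (0.247). Over all genes no member of these 5 lists passed in limma, and 9 glycolysis, 6 interferon and 5 immediate early genes had an unadjusted p under 0.05.

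Intestinal stem cells at the crypt base express Lgr5, and their list rose by a median of log2 0.46 over 20 genes (camera, adjusted p = 2.08e-08, and 0.344 with an estimated correlation), with 19 members positive, 10 at an unadjusted p under 0.05, 6 rising when adjusted over the list alone and none over all genes in limma. Lgr5, which encodes an R-spondin receptor, was at an FPKM of 5.93 ± 0.766 in SMAD4KO_BRAF and 1.70 ± 0.573 in BRAF. Its change was 1.38 ± 0.18, which missed the threshold over all genes (adjusted p = 0.0901). It passed without BRAF library 1 (0.0270), with the sex of the mouse as a term (0.0412) and with library weights (0.0115), in a range of 0.0115 to 0.304. Smoc2, a secreted BMP modulator, was at 1.18 ± 0.26 (adjusted p = 0.179) and the stem cell gene Gkn3 at 1.61 (0.179). Paneth cells secrete defensins beside the stem cells, and their list rose by a median of 0.83 over 17 genes (5.74e-05, and 0.404 with an estimated correlation), 2 when adjusted over the list alone and none over all genes in limma, where 4 had an unadjusted p under 0.05. With library weights that median was 0.30 and did not pass (0.153, range over alternatives 8.33e-08 to 0.404). Its members Defa3, a defensin gene, and Habp2 were at 1.34 ± 0.30 and 1.24 (adjusted p = 0.179 for both), and at 0.89 and 0.76 with library weights. Goblet cell genes had a median of 0.10 (adjusted p = 0.210), enteroendocrine genes 0.31 (0.113) and tuft cell genes 0.17 (0.111).

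**Figure D2:**
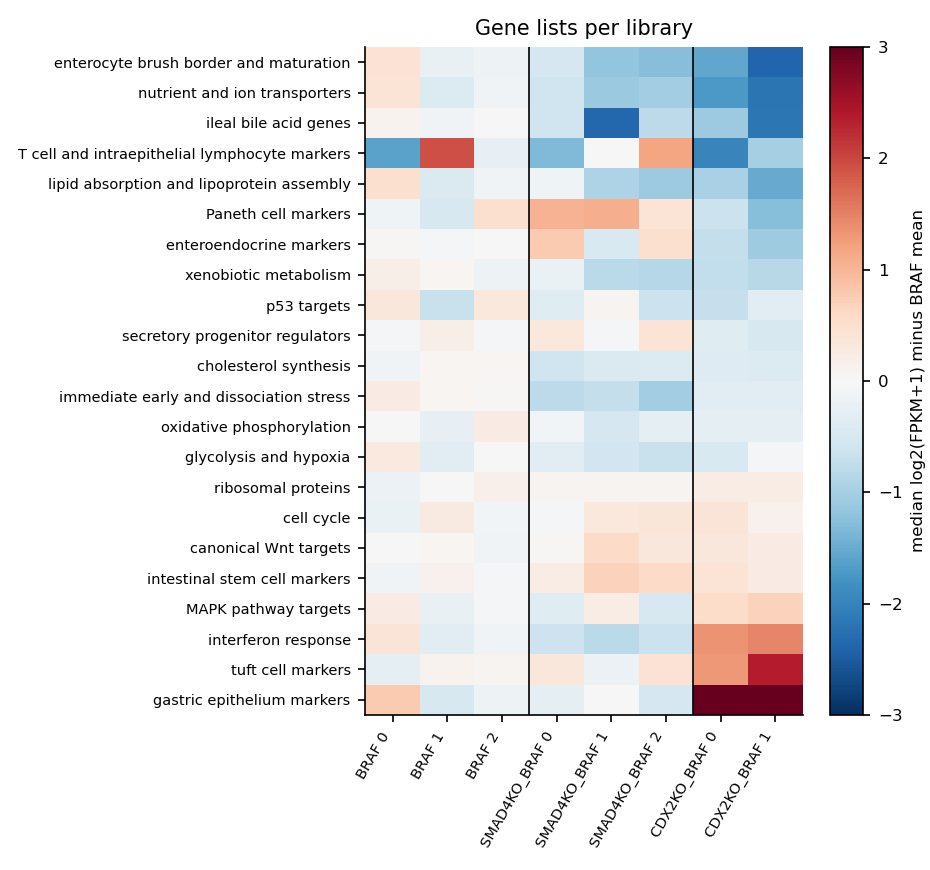
Median log2(FPKM + 1) minus the BRAF mean, as colour, for each list called in any comparison (lines) and each library (columns), with values beyond 3 drawn in the end colour. The brush border list is at -0.49, -1.18 and -1.29 in SMAD4KO_BRAF, and the gastric list is at 3.91 and 5.98 in the libraries labelled CDX2KO_BRAF.

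Targets of BMP and TGF-beta signalling, which act through Smad4, did not pass as a list moving one way (median -0.50 over 13 genes, camera adjusted p = 0.0634, and 0.0807 in fry). They passed in fry's test for members that change in either direction (adjusted p = 0.000444), as other lists did. That test is not counted among the alternatives. In that list Id3 fell, 1 rose and 2 fell when adjusted over the list alone, and the members Tgfbi, which encodes an extracellular matrix protein, and Id1 were at -1.35 ± 0.34 (adjusted p = 0.210) and -0.79 ± 0.28 (0.289). Id1 was at -0.51 without SMAD4KO_BRAF library 1. With library weights Tgfbi and Id1 passed (0.0373 and 0.0488, in ranges up to 0.494 and 0.630). The list passed in 6 alternatives. These are without BRAF library 2 (0.0211), without CDX2KO_BRAF library 1 (0.0487), with a pseudocount of 0.1 (0.0493), after quantile normalization (0.0305), in a fit of the 2 groups alone (0.0478) and with the side of the other split as a term (0.0418). The range was 0.0211 to 0.404, and its median was -0.28 without BRAF library 1, -0.20 without a filter and -0.25 with library weights. Among intestinal transcription factors, Maf was at -1.53 (adjusted p = 0.122, passing without CDX2KO_BRAF library 0 at 0.0417 or library 1 at 0.0413, with the 2 groups alone at 0.0448 and with library weights at 0.0279, range 0.0279 to 0.394) and Klf4, a factor of post-mitotic epithelium, at -1.31 ± 0.22 (0.139, passing with sex as a term at 0.0311 and with library weights at 0.0341, range 0.0311 to 0.394). Cell cycle genes rose by a median of 0.19 over 35 genes (camera, adjusted p = 0.000184, and 0.718 with an estimated correlation), with none passing in limma and 3 at an unadjusted p under 0.05. Without BRAF library 0 the median was 0.11 and did not pass (0.0600), and it was 0.35 without BRAF library 1, 0.29 with library weights and 0.07 with the side of the other split as a term. Canonical Wnt targets rose by a median of 0.28 over 14 genes (0.00793, and 0.404 with an estimated correlation), to 0.18 without SMAD4KO_BRAF library 1, which did not pass (0.0582), and to 0.47 without SMAD4KO_BRAF library 0 or 0.43 in female libraries alone. The p53 targets fell by a median of 0.30 (0.0294, and 0.765 with an estimated correlation). That call ended without BRAF library 0 (-0.09, 0.234), BRAF library 2 (-0.13, 0.210), SMAD4KO_BRAF library 0 (-0.31, 0.0817) or SMAD4KO_BRAF library 2 (-0.10, 0.254). It also ended with a minimum FPKM of 5 (-0.33, 0.0620), in female libraries alone (-0.12, 0.321) and with the side of the other split as a term (-0.11, 0.205), in a range of 1.41e-05 to 0.765, and the median was -0.60 without BRAF library 1, -0.52 without SMAD4KO_BRAF library 1 and -0.56 with library weights. Secretory progenitor genes rose by a median of 0.16 (0.0447, and 0.404 with an estimated correlation). That call ended without BRAF library 0 (0.109), BRAF library 2 (0.0565), SMAD4KO_BRAF library 0 (0.132), SMAD4KO_BRAF library 2 (0.148), CDX2KO_BRAF library 0 (0.0543) or CDX2KO_BRAF library 1 (0.0510). Nor did it hold with a pseudocount of 0.1 (0.30, 0.0501), a minimum FPKM of 5 (0.144), median-ratio rescaling (0.0510), quantile normalization (0.0730) or female libraries alone (0.10, 0.253), in a range of 0.00139 to 0.404, and the median was 0.45 without BRAF library 1, 0.36 without SMAD4KO_BRAF library 1 and 0.40 with library weights. T cell genes had a median of -0.01 (0.749), which was -0.82 without BRAF library 0 (0.05), 0.89 without BRAF library 1 (0.00689), 0.64 without SMAD4KO_BRAF library 0 (0.0952) and -0.62 without SMAD4KO_BRAF library 2 (0.240). With library weights it was 0.84 (0.0167) and with the side of the other split as a term -0.80 (0.00552). The range was 0.00552 to 0.989, and the list passed upward or downward with the setting.

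**Figure D3:**
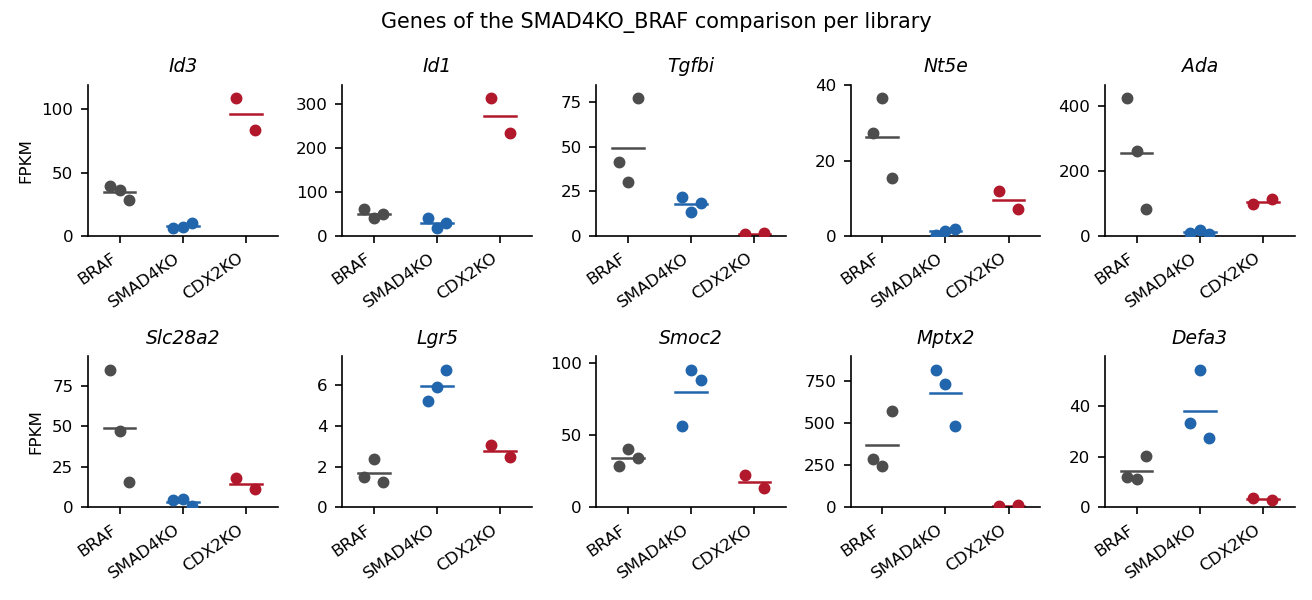
FPKM of 10 genes, with 1 point per library and a line at each group's mean. Id3 and Nt5e lie lower in all 3 SMAD4KO_BRAF libraries than in all 3 BRAF libraries, and Lgr5 lies at 5.19 to 6.72 against 1.26 to 2.35.

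By limma 3 genes rose and 6 fell in SMAD4KO_BRAF, while 1827 genes had an unadjusted p under 0.05 and the groups did not overlap for 19.3% of genes, against 10% by chance. The 10% does not allow for genes that vary together. Other splits of the same libraries, described below, had 156 to 3081 genes at that unadjusted p. The remaining 4 of the 9 called genes were chosen for naming after their values were seen. They are short RNA genes, which FPKM measures poorly. Mir7011 and Mir1943 were listed at 0 in all 3 SMAD4KO_BRAF libraries and at means of 120 and 180 in BRAF, and Mir7035 and Snord73a were listed at 0 in all 3 BRAF libraries and at means of 71.6 and 195 in SMAD4KO_BRAF. With a pseudocount of 0.1 the change of Mir7035 was log2 9.42, against 6.12. Mir1943 did not pass without SMAD4KO_BRAF library 1 (adjusted p = 0.0537, range 3.43e-05 to 0.0537). Id3 did not pass without BRAF library 0 (0.0889), SMAD4KO_BRAF library 0 (0.0630) or SMAD4KO_BRAF library 1 (0.152). Nor did it pass without a filter (0.0718), in female libraries alone (0.127) or with the side of the other split as a term (0.0531), in a range of 0.0140 to 0.152. Nt5e passed with all libraries and without BRAF library 2, and not without any other single library (0.0630 to 0.221, where the whole range is 0.0118 to 0.221). Nor did it pass with a pseudocount of 0.1 (0.115), no filter (0.151), median-ratio rescaling (0.0541), the 2 groups alone (0.105), no trend (0.0553) or female libraries alone (0.151). Slc5a4a did not pass without BRAF library 0 (0.0809), SMAD4KO_BRAF library 1 (0.152), SMAD4KO_BRAF library 2 (0.103), CDX2KO_BRAF library 0 (0.0590) or CDX2KO_BRAF library 1 (0.0576), in a range of 0.00316 to 0.152. Its call also ended with a pseudocount of 0.1 (0.0803), no filter (0.0718), a minimum FPKM of 5 (0.114), the 2 groups alone (0.0575), female libraries alone (0.0616) and the side of the other split (0.0622). Efcab4b did not pass without any single library except BRAF library 1 (0.0576 to 0.157, where the whole range is 0.00371 to 0.157). Its call was also absent with no filter (0.0766), the 2 groups alone (0.0575), female libraries alone (0.147) or the side of the other split (0.0601). The counts were 7 higher and 18 lower without BRAF library 1, 14 lower without BRAF library 2, 6 higher without SMAD4KO_BRAF library 0 and 2 lower without SMAD4KO_BRAF library 1. Library weights, which gave BRAF library 2 a weight of 3.47 and SMAD4KO_BRAF library 0 one of 0.411, called 414 genes higher and 655 lower, with all 9 genes among them. Of the other genes named above, Slc15a1, Slc28a2, Gstm3, Mvk, Fdps, Egln3, Ldha, Parp14, Irf7, Smoc2 and Gkn3 also passed with these weights (0.0279 to 0.0438). Slc15a1 and Mvk did so with sex as a term (0.0433 for both), and over the alternatives none of the 11 exceeded 0.608. Ada, which encodes adenosine deaminase and was chosen after its values were seen, was at an FPKM of 423, 261 and 81.9 in BRAF and 10.3, 17.6 and 6.56 in SMAD4KO_BRAF (log2 -4.17 ± 0.60, adjusted p = 0.115, passing without BRAF library 2 at 0.0180, with sex as a term at 0.0462 and with library weights at 0.0373, range 0.0180 to 0.259).

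The libraries labelled CDX2KO_BRAF were compared with BRAF to ask what loss of Cdx2 adds in the same crypts, with the reservation that Cdx2 itself was not lower in them. Among the named genes, the largest rises were those of the stomach genes Tff2, Gkn2 and Gkn1. For stomach genes as a list, the size of the rise depended on the filter on low values. Tff2, a mucus-stabilising peptide of gastric neck cells, went from an FPKM of 0.682 ± 0.599 (n = 3) in BRAF to 1256 and 2318 in the 2 labelled libraries (log2 10.04 ± 0.37, adjusted p = 2.14e-05). The gastrokine genes Gkn2 and Gkn1 rose by 9.45 ± 0.77 and 8.44 ± 0.95 (0.000811 and 0.00244). The intestinal disaccharidase gene Sis fell from 544 ± 196 to 3.28 ± 0.608 (log2 -6.94 ± 0.49, adjusted p = 0.000482), and the peptidase gene Dpep1 fell by 6.85 ± 0.30 (5.81e-05). In each of these 5 genes both labelled libraries lay beyond all 3 BRAF libraries, which the rule for naming requires of the largest changes.

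The gastric epithelium list rose by a median of log2 4.95 over 13 genes (camera, adjusted p = 1.16e-08, and 0.379 with an estimated correlation), with 10 members rising over all genes and 10 when adjusted over the list alone. Beside Tff2, Gkn1 and Gkn2 these include the tight junction gene Cldn18 (6.86 ± 0.43, adjusted p = 0.000337), the pepsinogen gene Pgc (6.45 ± 0.29, 5.81e-05) and Vsig1 (5.90 ± 0.81, 0.00485). Per library the list stood at 3.91 and 5.98. Without a filter on low values the list's median was 1.17, since that setting adds members at or near 0. The list holds 27 genes, and only these 13 passed the filter on low values and were tested. Stomach genes outside these 13, chosen for naming after the values were seen, stayed low in the labelled libraries. The parietal cell gene Atp4a was at 0.803 and 0.995, the mucin gene Muc5ac at 0.00435 and 4.02, while Lipf, Tff1 and Gast were listed at 0. A low value in this table need not mean a silent gene, as Gapdh, also chosen after its values were seen, is listed at 0.554 to 1.62 in every library. Other large rises were those of Lrg1 (6.72 ± 0.45), the sulfotransferase gene Sult1c2 (6.45 ± 0.23, adjusted p = 1.74e-05), the secreted chaperone gene Clu (5.77 ± 0.73, 0.00368), Gkn3 (5.49 ± 0.39, 0.000482), the iron-binding lipocalin gene Lcn2 (4.15 ± 0.45, 0.00209) and Lyve1 (3.62 ± 0.27, 0.000630).

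Intestinal absorptive genes fell. The brush border list fell by a median of log2 2.03 over 27 genes (camera, adjusted p = 7.10e-17, and 0.379 with an estimated correlation), with 23 members falling over all genes, 26 when adjusted over the list alone and none rising. Examples are the trehalase gene Treh (-5.02 ± 0.34, adjusted p = 0.000477) and Xpnpep2 (-3.12 ± 0.22, 0.000482). Nutrient and ion transporters fell by a median of 1.92 over 22 genes (2.79e-09, and 0.379 with an estimated correlation), with 13 falling over all genes and 15 when adjusted over the list alone, such as Slc5a4a (-3.26 ± 0.29, 0.00101) and the amino acid transporter gene Slc7a8 (-2.41 ± 0.23, 0.00124). Lipid absorption genes fell by a median of 1.15 over 25 genes (1.53e-05, and 0.656 with an estimated correlation), with 9 falling and 1 rising over all genes and 14 falling and 2 rising when adjusted over the list alone. The sterol exporter genes Abcg5 and Abcg8 fell by 2.99 ± 0.37 and 2.92 ± 0.33 (0.00335 and 0.00244). Xenobiotic metabolism genes fell by a median of 0.70 over 19 genes (0.0150, and 0.656 with an estimated correlation), 6 falling and 1 rising over all genes and 8 and 2 when adjusted over the list alone, among them the drug exporter genes Abcb1a (-4.45 ± 0.32, 0.000482) and Abcc2 (-2.57 ± 0.28, 0.00207). With the sex of the mouse as a term that list did not pass (0.0519, range over alternatives 0.00862 to 0.656). Ileal bile acid genes fell by a median of 1.63 over 7 genes (0.0278, and 0.656 with an estimated correlation), 3 over all genes and 4 when adjusted over the list alone, with the bile acid exporter gene Slc51a at -3.39 ± 0.42 (0.00323) and the bile acid carrier gene Fabp6 at -6.18 ± 1.47 (0.0343). They did not pass with sex as a term (0.0934) or in female libraries alone (0.0664, range 0.00998 to 0.656). In fry the lipid (0.0934), xenobiotic (0.0607) and ileal bile acid (0.0607) calls ended. Fabp6 ranged from 71.7 to 1083 within BRAF and did not pass without BRAF library 1 (0.0700), BRAF library 2 (0.0821), CDX2KO_BRAF library 0 (0.149) or CDX2KO_BRAF library 1 (0.165). Its call also ended without a filter (0.0653), in a robust fit (0.0668) or in female libraries alone (0.0506), in a range of 0.0192 to 0.165.

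Further genes with large falls were the carbonic anhydrase gene Car4 (-6.83 ± 1.06, adjusted p = 0.00749), the myelin protein gene Pmp22 (-6.28 ± 0.67, 0.00187), Ms4a18 (-6.26 ± 0.24, 2.61e-05) the diamine oxidase gene Aoc1 (-6.03 ± 0.41, 0.000477), the glycosyltransferase gene Mgat4c (-5.48 ± 0.32, 0.000286), Enpp7 (-5.47 ± 0.63, 0.00258) and the alcohol dehydrogenase gene Adh6a (-5.47 ± 0.35, 0.000378). Of other lists, the anion exchanger gene Slc26a3 and the claudin gene Cldn15 fell by 2.95 ± 0.36 and 3.05 ± 0.29 (0.00301 and 0.00126). Cholesterol synthesis genes fell by a median of log2 0.36 over 19 genes (camera, adjusted p = 0.000345, and 0.379 with an estimated correlation), 5 over all genes and 7 when adjusted over the list alone, with the sterol reductase gene Dhcr7 at -1.12 ± 0.19 (0.0111) and Mvk at -0.67 ± 0.13 (0.0173). Oxidative phosphorylation genes fell by a median of 0.29 over 74 genes (3.47e-05, and 0.676 with an estimated correlation), 2 over all genes and 2 when adjusted over the list alone, and by 0.16 without BRAF library 2. In fry that call ended (0.243).

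Lists of secretory cell types differed in direction, and the goblet cell list did not pass (median log2 0.14 over 19 genes, camera adjusted p = 0.262). Tuft cells are chemosensory, and their genes rose by a median of log2 1.94 over 19 genes (camera, adjusted p = 5.98e-09, and 0.656 with an estimated correlation), with 12 rising over all genes and 15 when adjusted over the list alone, among them the gustducin gene Gnat3 (2.09 ± 0.18, adjusted p = 0.000887) and the actin regulator gene Avil (3.59 ± 0.38, 0.00186). Enteroendocrine genes fell by a median of 1.01 over 19 genes (0.000507, and 0.676 with an estimated correlation), 4 over all genes and 9 when adjusted over the list alone, with the endocrine progenitor gene Neurog3 at -1.40 ± 0.25 (0.0134) and the lectin gene Reg4 at -2.23 ± 0.53 (0.0344). Paneth cell genes fell by a median of 1.33 over 17 genes (0.00369, and 0.656 with an estimated correlation), 6 over all genes and 8 when adjusted over the list alone, with the mucosal pentraxin gene Mptx2 at -4.81 ± 0.41 (0.000934) and Defa3 at -1.80 ± 0.34 (0.0145). Without CDX2KO_BRAF library 1 the Paneth median was -0.65. Interferon response genes rose by a median of 1.44 over 20 genes (3.47e-05, and 0.379 with an estimated correlation), 5 over all genes and 9 when adjusted over the list alone, with Oas1a at 1.74 ± 0.26 (0.00614) and the antiviral tetherin gene Bst2 at 2.45 ± 0.41 (0.00961). T cell genes had a median of -1.48 over 17 genes (0.0156, and 0.676 with an estimated correlation), with 0 members passing in limma, 0 at an unadjusted p under 0.05 and Gzma at -2.59 ± 1.44 (0.284), which was -1.42 without BRAF library 1, -1.46 without CDX2KO_BRAF library 0 and -1.65 with the side of the other split as a term. That call ended without BRAF library 1 (-0.63, 0.214) or CDX2KO_BRAF library 0 (-0.999, 0.206) and with the side of the other split as a term (-0.70, 0.0696), in a range of 1.07e-05 to 0.676, and the median was -2.29 without BRAF library 0 or in female libraries alone. In fry the Paneth (0.0607), enteroendocrine (0.161) and T cell (0.365) calls ended.

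Intestinal transcription factors went both ways, with 5 rising and 6 falling of 24 over all genes and 6 and 6 when adjusted over the list alone (median log2 -0.27, camera adjusted p = 0.201, with -0.17 without BRAF library 2 and -0.13 without CDX2KO_BRAF library 0). In fry this list passed downward (0.00891, range over alternatives 0.00891 to 0.656). Isx, a homeobox gene of the intestine, fell by 4.51 ± 0.14 (adjusted p = 8.69e-06) and the nuclear receptor gene Hnf4g by 2.84 ± 0.18 (0.000359), while the forkhead genes Foxa1 and Foxa3 rose by 1.70 ± 0.14 and 1.45 ± 0.13 (0.000886 and 0.00102). BMP and TGF-beta targets also split, with 3 rising and 2 falling of 13 over all genes and 3 and 3 when adjusted over the list alone. Id1 and Id3 rose by 2.40 ± 0.32 and 1.45 ± 0.21 (0.00425 and 0.00612), and Tgfbi fell by 4.30 ± 0.38 (0.00103). The median of that list was -0.10 while its mean was 0.000345 (camera, adjusted p = 0.950), and its median was -0.26 without CDX2KO_BRAF library 0 and 0.30 without CDX2KO_BRAF library 1. Of 20 stem cell genes 3 rose over all genes and 3 when adjusted over the list alone, among them Gkn3 and Prom1 (1.27 ± 0.20, adjusted p = 0.00834). Gkn3, at a mean FPKM of 2.81 in BRAF and 174 in the labelled libraries, rose along with Gkn1 and Gkn2. Whether it marks stem cells there was not tested. The list's median of 0.26 did not pass (0.0718), and it passed without BRAF library 1 (0.0162), without CDX2KO_BRAF library 1 (0.0376), without a filter (0.0177), with library weights (0.0459) and with the side of the other split as a term (0.0247), in a range of 0.0162 to 0.676. Cell cycle genes rose by a median of 0.23 over 35 genes (0.0205, and 0.731 with an estimated correlation), 2 over all genes and 1 when adjusted over the list alone. That call ended without BRAF library 0 (0.241), BRAF library 2 (0.0677) or CDX2KO_BRAF library 0 (0.362), after quantile normalization (0.0826), with sex as a term (0.11, 0.208) or in female libraries alone (0.12, 0.216), in a range of 8.20e-06 to 0.731, and the median was 0.12 without BRAF library 0 or CDX2KO_BRAF library 0, 0.36 without BRAF library 1 and 0.39 without CDX2KO_BRAF library 1 or with the side of the other split as a term. Ribosomal protein genes rose by a median of 0.21 over 79 genes (0.0475, and 0.676 with an estimated correlation), and that call ended without BRAF library 0 (0.13, 0.287), SMAD4KO_BRAF library 1 (0.0515), SMAD4KO_BRAF library 2 (0.0598), CDX2KO_BRAF library 0 (0.0822) or CDX2KO_BRAF library 1 (0.0587). It also ended with library weights (0.11, 0.320), with sex as a term (0.0905), in female libraries alone (0.13, 0.284) and without short RNA genes (0.0509), in a range of 0.00327 to 0.676. In fry the cell cycle (0.365) and ribosomal (0.165) calls ended.

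**Figure D4:**
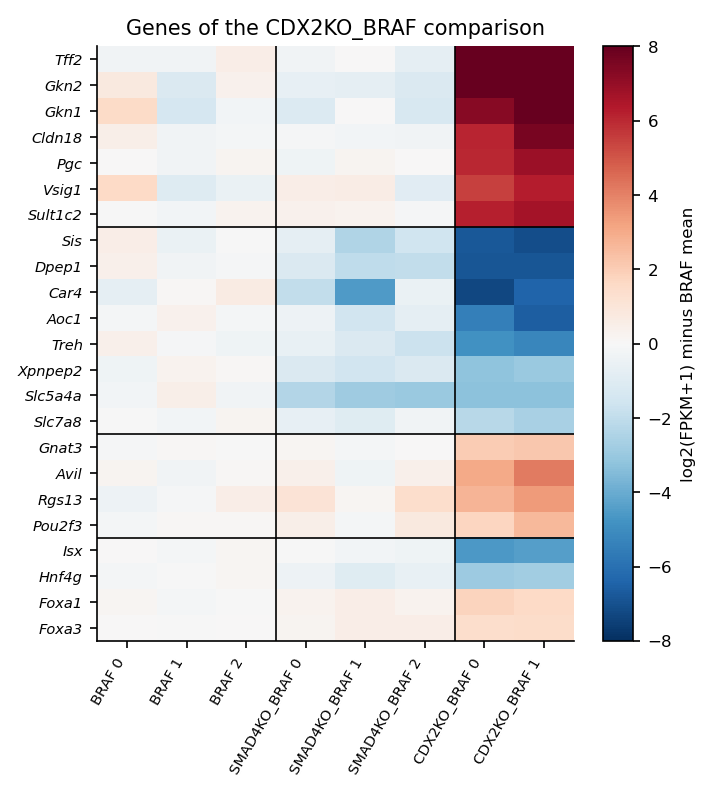
Log2(FPKM + 1) minus the BRAF mean, as colour, for genes of the stomach, the brush border with transporters, tuft cells and transcription factors (lines) in each library (columns), with values beyond 8 drawn in the end colour. Tff2, Gkn2 and Gkn1 are high and Sis and Dpep1 low in both libraries labelled CDX2KO_BRAF.

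By limma 833 genes rose and 871 fell in the libraries labelled CDX2KO_BRAF against BRAF, 440 and 582 of them by at least log2 1, and 3484 had an unadjusted p under 0.05. The groups did not overlap for 48.4% of genes, against 20% by chance. Leaving out a labelled library leaves 1 library, which is then assumed to vary like the other groups. Without CDX2KO_BRAF library 0 the counts were 264 and 321, without CDX2KO_BRAF library 1 they were 167 and 242, and without BRAF library 2 they were 463 and 567. Of the genes named, Car4 (0.0608), Defa3 (0.0735), Dhcr7 (0.0536), Mvk (0.119), Oas1a (0.0538), Bst2 (0.0627), Id3 (0.0538) and Reg4 (0.173) did not pass without CDX2KO_BRAF library 0. Car4 (0.0529), Defa3 (0.107), Dhcr7 (0.0958), Mvk (0.0884), Reg4 (0.147), Neurog3 (0.108), Prom1 (0.0820) and Vsig1 (0.0531) did not pass without CDX2KO_BRAF library 1. Mvk did not pass without BRAF library 2 (0.0552), and neither did Reg4 without BRAF library 0 (0.0803), BRAF library 2 (0.0948), SMAD4KO_BRAF library 1 (0.0542) or a filter (0.0642). Over the alternatives the adjusted p of these genes ranged from 0.00144 for Vsig1 to 0.173 for Reg4. With a pseudocount of 0.1 the changes of Slc5a4a, Enpp7, Neurog3 and Gnat3, which are at low FPKM in 1 of the groups, were -6.14, -8.75, -3.13 and 4.32. Dmbt1, an epithelial glycoprotein gene chosen after its values were seen, was at an FPKM of 1148 in CDX2KO_BRAF library 0 and listed at 0 in library 1, against 591 to 987 in BRAF. Its log2 change of -4.45 ± 2.47 did not pass (adjusted p = 0.285), and it was -9.53 without library 0 (0.00282) and 0.63 without library 1 (0.571).

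The libraries labelled CDX2KO_BRAF were also compared directly with SMAD4KO_BRAF, to test whether the same genes differ from BRAF by different amounts in both groups, with the same reservation about Cdx2. The BMP target Id3 was higher by log2 3.46 ± 0.21 (adjusted p = 0.000295) and Id1 by 3.19 ± 0.32 (0.00187), and Smad4 was higher by 1.97 ± 0.15 (0.000713). Stomach genes again led the rises, with Tff2 at 10.36 ± 0.37 (2.13e-05) and Gkn2 at 10.30 ± 0.77 (0.000696). The Paneth cell gene Mptx2 fell by 5.75 ± 0.41 (0.000591), the BMP ligand gene Bmp3 fell by 4.51 ± 0.32 (0.000596) and Sis fell by 5.37 ± 0.49 (0.00139). In each of these genes both labelled libraries lay beyond all 3 SMAD4KO_BRAF libraries, which the rule for naming requires of the largest changes. The same holds, among the other largest rises, for Ly6d (6.32 ± 0.90, 0.00697), Sult1c2 (6.27), Clu (6.2), Lrg1 (6.04) and Dpcr1 (5.92 ± 0.71, 0.00370). It also holds, among the other largest falls, for Ms4a18 (-5.93), Gp1bb (-5.04 ± 0.29, 0.000267), Mgat4c (-4.91), Car4 (-4.49 ± 1.06, 0.0373) and the sulfate transporter gene Slc13a1 (-4.33 ± 0.63, 0.00750).

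Gastric genes rose by a median of log2 5.14 over 13 genes (camera, adjusted p = 5.75e-09, and 0.594 with an estimated correlation), 9 over all genes and 10 when adjusted over the list alone, with Gkn1, Cldn18 and Pgc higher by 9.22, 7.06 and 6.48. Without a filter on low values that median was 0.92. Interferon response genes rose by a median of 2.505 over 20 genes (4.10e-08, and 0.424 with an estimated correlation), 11 over all genes and 15 when adjusted over the list alone, with Oas1a at 2.47 ± 0.26 (0.00218) and Irf7 at 3.03 ± 0.36 (0.00357). Tuft cell genes rose by a median of 1.70 over 19 genes (9.19e-08, and 0.594 with an estimated correlation), 10 over all genes and 13 when adjusted over the list alone, with Gnat3 at 2.09 and Avil at 3.44, and by 1.03 without CDX2KO_BRAF library 1. Brush border genes fell by a median of 1.18 over 27 genes (5.75e-09, and 0.594 with an estimated correlation), 12 over all genes and 13 when adjusted over the list alone, with Treh at -3.86 (0.00124) beside Dpep1 at -5.14 and Aoc1 at -5.17. Transporters fell by a median of 0.80 over 22 genes (0.00119, and 0.594 with an estimated correlation), 6 over all genes and 7 when adjusted over the list alone, with Slc6a20a at -2.72 ± 0.42 (0.00944) and Slc7a8 at -1.75 ± 0.23 (0.00493). Paneth cell genes fell by a median of 2.16 over 17 genes (1.18e-06, and 0.594 with an estimated correlation), 7 over all genes and 11 when adjusted over the list alone, with Defa3 at -3.14 ± 0.34 (0.00243). Enteroendocrine genes fell by a median of 0.96 over 19 genes (1.81e-05, and 0.630 with an estimated correlation), 5 over all genes and 10 when adjusted over the list alone, with Neurog3 at -1.80 ± 0.25 (0.00681) and the serotonin synthesis gene Tph1 at -1.47 ± 0.29 (0.0194). In fry the transporter (0.0754) and enteroendocrine (0.116) calls ended.

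Stem cell genes did not pass as a list in this comparison (median log2 -0.11 over 20 genes, camera adjusted p = 0.269), with 1 rising and 3 falling over all genes and 2 and 5 when adjusted over the list alone. The median stayed negative, at -0.29 without SMAD4KO_BRAF library 0 or in female libraries alone, -0.24 after quantile normalization, -0.21 with sex as a term, -0.04 with the side of the other split, -0.03 without CDX2KO_BRAF library 1 and -0.02 without SMAD4KO_BRAF library 1. It passed in no alternative (0.0579 to 0.857). Smoc2 and Lgr5 fell by 2.11 ± 0.29 (adjusted p = 0.00656) and 0.89 ± 0.20 (0.0342), while Gkn3 rose by 3.88 (0.00197). Gkn1 and Gkn2 rose too, and whether Gkn3 marks stem cells in the labelled libraries was not tested. Targets of MAPK signalling rose by a median of 0.64 over 24 genes (0.0208, and 0.857 with an estimated correlation), 4 over all genes and 7 when adjusted over the list alone, with the phosphatase gene Dusp4 at 0.84 ± 0.14 (0.0117) and Ier3 at 1.28 ± 0.23 (0.0151). That list call ended without SMAD4KO_BRAF library 0 (0.38, 0.103) or CDX2KO_BRAF library 1 (0.49, 0.0675) and in female libraries alone (0.38, 0.0603), in a range of 0.00100 to 0.857. Secretory progenitor genes fell by a median of 0.59 over 10 genes (0.0317, and 0.594 with an estimated correlation), 2 over all genes and 3 when adjusted over the list alone, and that call ended without SMAD4KO_BRAF library 2 (0.0870) or CDX2KO_BRAF library 1 (0.111). It also ended with a minimum FPKM of 5 (-0.23, 0.185), median-ratio rescaling (0.0508), quantile normalization (0.0745) and the side of the other split as a term (0.0864), in a range of 0.0147 to 0.594. T cell genes had a median of -1.57 over 17 genes (0.0112, and 0.857 with an estimated correlation), with 0 members passing in limma and 0 at an unadjusted p under 0.05, and that call ended without SMAD4KO_BRAF library 2 (-1.02, 0.0940) or CDX2KO_BRAF library 0 (-1.02, 0.139). With the side of the other split as a term the median was -0.03 and did not pass (0.959, range 6.88e-06 to 0.959). In fry the MAPK (0.158) and T cell (0.446) calls ended. Of the transcription factors, Isx fell by 4.29 ± 0.14 (1.49e-05) and Hnf4g by 2.19, while Klf4 rose by 2.68 ± 0.25 (0.00139) and Foxa1 by 1.32. Tgfbi fell by 2.95 ± 0.38 (0.00489), Efcab4b fell by 2.30 ± 0.11 (0.000127) and Nt5e rose by 2.30 ± 0.45 (0.0206).

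By limma 797 genes rose and 605 fell in the libraries labelled CDX2KO_BRAF against SMAD4KO_BRAF, and 3498 had an unadjusted p under 0.05. The groups did not overlap for 47.3% of genes, against 20% by chance. The counts were 229 and 170 without CDX2KO_BRAF library 0, 124 and 110 without CDX2KO_BRAF library 1, and 444 and 348 without SMAD4KO_BRAF library 2. Without CDX2KO_BRAF library 0 no call was left for Nt5e (0.143), Dusp4 (0.0750), Ier3 (0.0994), Slc6a20a (0.0520), Lgr5 (0.116) and Tph1 (0.0934). Without CDX2KO_BRAF library 1 none was left for Nt5e (0.0873), Dusp4 (0.0912), Ier3 (0.0960), Slc6a20a (0.0853), Lgr5 (0.187), Tph1 (0.126), Neurog3 (0.0688), Slc7a8 (0.0584) and Smoc2 (0.0606). Lgr5 also did not pass without SMAD4KO_BRAF library 0 (0.0522), library 1 (0.0738) or library 2 (0.1), without a filter (0.0678), with a minimum FPKM of 5 (0.0692), in female libraries alone (0.0665) or with the side of the other split (0.0696). Tph1 did not pass without SMAD4KO_BRAF library 2 (0.0614) or with the 2 groups alone (0.0591). The same holds for Ier3 with that side (0.0504) and Nt5e in female libraries alone (0.0553). Over the alternatives the adjusted p of these genes ranged from 0.00187 for Smoc2 to 0.187 for Lgr5. Ly6d (0.0506 and 0.0680) and Slc13a1 (0.0583 and 0.0650) did not pass without CDX2KO_BRAF library 0 or 1. Car4 lost its call in 11 alternatives, in a range of 0.00634 to 0.207. These were leaving out BRAF library 1 (0.0528) or 2 (0.0606), SMAD4KO_BRAF library 0 (0.0871) or 2 (0.0664) and CDX2KO_BRAF library 0 (0.207) or 1 (0.134), no filter (0.0668), the 2 groups alone (0.0804), a robust fit (0.0617), female libraries alone (0.1) and the side of the other split (0.0850). With a pseudocount of 0.1 Neurog3 was at -3.66 and Gnat3 at 4.38. Cdx2 was higher by log2 0.76 ± 0.18 (adjusted p = 0.0365, range 0.0307 to 0.228), a call that ended without BRAF library 2 (0.0631), SMAD4KO_BRAF library 0 (0.0825), SMAD4KO_BRAF library 1 (0.0854), CDX2KO_BRAF library 0 (0.228) or CDX2KO_BRAF library 1 (0.0906). It also ended with no filter (0.0526), quantile normalization (0.155), the 2 groups alone (0.0658) or female libraries alone (0.0703).

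The changes against BRAF of SMAD4KO_BRAF and of the libraries labelled CDX2KO_BRAF were set side by side for all 12084 genes. Slc5a4a fell in both comparisons, as did Mir7011, which was listed at 0 in every SMAD4KO_BRAF library and in both libraries labelled CDX2KO_BRAF. No gene rose in both by limma. At an unadjusted p under 0.05 in each, 217 were higher in both, 557 lower in both and 127 opposite. Id3 and Efcab4b were called in opposite directions, Id3 falling in SMAD4KO_BRAF and rising in the labelled libraries, and Efcab4b the reverse, and the direct contrast passed for each (log2 3.46 and -2.30). In 100 simulated draws without effects, both comparisons share the 3 BRAF libraries and genes vary independently. There 51 to 97 genes were higher in both, 52 to 110 lower in both and 1 to 12 opposite at that unadjusted p. These draws hold no change in either comparison, where the data had 1827 and 3484 genes under that p. Counts above the draws, opposite ones included, therefore do not show that both changes are related. Lists of calls drawn independently, which leaves out the shared libraries, would overlap by 0.207, 0.432 and 0.630 genes. Across genes, which are not independent replicates, Pearson's r between both effects was 0.351 and Spearman's rho 0.327. The draws gave a Pearson's r of 0.324 to 0.543, a rho of 0.383 to 0.428, a covariance of 0.0640 to 0.135 and the same sign for 63.8% to 65.7% of genes. The observed r lies within that range, while rho and the same sign, seen for 61.8% of genes, lie below it. The covariance of 0.162 lies above it, by 0.0662 over the mean of 0.0961. With 3 BRAF libraries the controls cannot be divided into sets of 2, so part of each overlap in the same direction can come from sharing them.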

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

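Of the tests in this part, the alternatives with sex, female libraries, short RNA genes and the side of a split were chosen only after the data were seen. The results below share that the change against BRAF has opposite directions in SMAD4KO_BRAF and in the libraries labelled CDX2KO_BRAF, and that the difference itself passed when both were compared directly. Id3, a BMP target, fell in SMAD4KO_BRAF and rose in the labelled libraries, with a difference of log2 3.456 (adjusted p = 0.000295 by limma). Against BRAF its rise was 1.264 without CDX2KO_BRAF library 0 and 1.447 with both labelled libraries. Efcab4b rose in SMAD4KO_BRAF and fell in the labelled libraries, with a difference of -2.296 (0.000127). The list of Paneth cell genes rose in SMAD4KO_BRAF and fell in the labelled libraries, with a median difference of -2.158 (1.18e-06 by camera, and 0.594 with an estimated correlation). Its rise against BRAF ended with an estimated correlation (0.404), with library weights (0.30, 0.153, range 8.33e-08 to 0.404) and in fry (0.185). Its fall against BRAF ended with an estimated correlation (0.656) and in fry (0.0607). The median of that fall was -0.6503 without CDX2KO_BRAF library 1, against -1.33. The list of interferon response genes fell in SMAD4KO_BRAF and rose in the labelled libraries, with a median difference of 2.505 (4.10e-08, and 0.424 with an estimated correlation), and both changes against BRAF also lost their calls with an estimated correlation (0.344 and 0.379), the fall in fry too (0.0735). The calls of Id3 and Efcab4b in SMAD4KO_BRAF against BRAF ended without single libraries and in other alternatives, at adjusted p up to 0.152 and 0.157, while their direct differences passed in each alternative run.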

How the results depend on the processing

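The tests named here as sex, female libraries, short RNA genes, side of a split and replicate block by column number were chosen only after the data were seen. Smad4 kept its direction and its call in each of 21 alternatives in SMAD4KO_BRAF against BRAF, with log2 changes of -2.34 to -2.097, and Tff2 did so in the libraries labelled CDX2KO_BRAF against BRAF, with 9.602 to 11.35. Of the values of called genes recomputed under the alternatives, 143 kept and 42 lost the call in SMAD4KO_BRAF against BRAF, 1090 kept and 33 lost it in CDX2KO_BRAF against BRAF, and 906 kept and 50 lost it in CDX2KO_BRAF against SMAD4KO_BRAF, with no change of direction. Leaving out a library gave 2 to 7 genes higher and 2 to 18 lower in SMAD4KO_BRAF against BRAF, 167 to 897 and 242 to 936 in CDX2KO_BRAF against BRAF, 124 to 813 and 110 to 610 in CDX2KO_BRAF against SMAD4KO_BRAF, and 0.3005 to 0.419 for the correlation of both effects. In SMAD4KO_BRAF against BRAF the count of lower genes was 3 without a filter, which tests more genes. Library weights gave 414 higher and 655 lower there, 1321 higher in CDX2KO_BRAF against BRAF, and 1400 higher and 1047 lower in CDX2KO_BRAF against SMAD4KO_BRAF, and sex as a term gave 11 and 67 in the first and a correlation of 0.2947. Female libraries gave 8 higher there and the omission of short RNA genes 1. For the single libraries, the weights, the sex term and the female libraries the cause was not tested. A minimum log2 change of 1 left 440 genes higher in CDX2KO_BRAF against BRAF and 456 higher and 384 lower in CDX2KO_BRAF against SMAD4KO_BRAF, by construction. Directions turned only for values below the threshold in the planned fit, and the T cell list passed in both directions. The BMP target list in CDX2KO_BRAF against BRAF, whose camera direction is upward, had a median of -0.07726 without a filter, -0.2047 with a minimum FPKM of 5, -0.07517 after quantile normalization, -0.1367 with the side of the split, and -0.2565 to 0.2988 without single libraries. In SMAD4KO_BRAF against BRAF, Braf was at -0.003549 after quantile normalization and Cdx2 at -0.01128 to 0.1683 without single libraries. The T cell list there has an upward camera direction and a median of -0.0142 in the planned fit. It was at -0.08918 after quantile normalization, -0.801 with the side of the split (adjusted p = 0.00552) and 0.8444 with library weights (0.0167). Without single libraries it was at -0.8209 to 0.8926 (0.00689 at the highest, range over alternatives 0.00552 to 0.989). Dmbt1 in CDX2KO_BRAF against BRAF was at -9.534 to 0.6327, because 1 of the 2 labelled libraries lists it at 0. For the other turns the cause was not tested. The replicate block used the number in the table's column names, since the titles count from another start, and no label ties equal numbers to a shared litter or day. Of 7 pairs with the same number 1 had deviations from the group means that correlated above 0.1 (range -0.109 to 0.241), and 2 of 8 libraries correlated best with their own number, so the libraries share only a number. With the block 2 genes were higher and 8 lower in SMAD4KO_BRAF against BRAF, 481 and 700 in CDX2KO_BRAF against BRAF, and 413 and 392 in CDX2KO_BRAF against SMAD4KO_BRAF. In the first it called Slc15a1, Slc28a2 and Ada (0.0254, 0.0263 and 0.0493) and no longer Id3, Nt5e, Slc5a4a and Efcab4b (0.0694, 0.0880, 0.0640 and 0.0694). Of the named calls in the others it ended 3 genes, and 5 genes and the secretory progenitor list. The numbers of alternatives and the ranges given leave this fit out. What depth limits cannot be told from the level, since the median residual spread was 0.257 log2 under a mean FPKM of 5, 0.189 from 5 to 20 and from 20 to 100 and 0.2499 at 100 or more, and read counts are unknown.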

Other observations

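Of the tests in this part, those of explanations, the other splits of the libraries and the side of a split as a term were chosen only after the results were seen, while the gene and list tests were planned. In crypts with activated Braf, loss of Smad4 came with lower Id3 and Nt5e and with lists of brush border, transport and cholesterol genes shifted down and stem and Paneth cell genes shifted up. The gene calls ended in 6 and 13 of 21 alternatives, at adjusted p up to 0.152 and 0.221. None of these list calls held with an estimated correlation (adjusted p 0.404, 0.344, 0.245, 0.344 and 0.404). Only the cholesterol call held in fry (0.0120), and the Paneth call also ended with library weights (0.30, 0.153, range 8.33e-08 to 0.404). Another split of the same libraries, described below, shifted transport genes by -0.91 and stem cell genes by 0.51. Both lie further from 0 than the -0.80 and 0.46 seen with loss of Smad4. The medians of the brush border, cholesterol and Paneth lists in that split, -0.82, -0.06 and -0.18, were smaller in size than between the groups. Immediate early genes, which also respond to dissociation, fell as a list in SMAD4KO_BRAF too (camera, adjusted p = 0.000166, and 0.344 with an estimated correlation). Their medians were -0.80, -0.72 and -1.05 in SMAD4KO_BRAF and 0.24, 0.06 and 0.04 in BRAF. Whether handling differed between these groups was not tested. The libraries labelled CDX2KO_BRAF showed a much larger change, in which stomach genes such as Tff2 and Gkn2 rose by log2 10.04 and 9.45 while Sis, Treh, Isx and Hnf4g fell. Tuft cell and interferon genes rose as lists in the same libraries, and Paneth and enteroendocrine genes fell, also calls that ended with an estimated correlation (0.656, 0.379, 0.656 and 0.676), the last 2 in fry too (0.0607 and 0.161).

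The rise of stomach genes in the libraries labelled CDX2KO_BRAF was weighed against stomach tissue carried into the preparation, which would bring the abundant genes of all gastric cell types. The highest FPKM there of Atp4a, Gif, Muc5ac and Muc6, the 4 such genes listed above 0 in both, was 4.02, while the lowest of Tff2 and Gkn2 was 661, which argues against carried stomach tissue as far as these genes are measured. A single library does not carry the rise of Tff2, Gkn1, Gkn2, Cldn18, Pgc and Vsig1, each at 86.0 or more in both and at most 6.34 in BRAF. The rule for naming took genes whose groups do not overlap, so this holds for these genes only. For the list as a whole the size of the rise depends on the filter, which leaves out members near 0. Its lowest median when either labelled library was left out was 3.50 with the filter and 0.701 without. Both medians are positive, so the list's median rose without either labelled library. How much of the size of the rise a single library carries cannot be told, since that size depends on the filter. Whether the rise follows from loss of Cdx2 cannot be read from these values, which leave the deletion itself unchecked.

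Cdx2 FPKM was higher, not lower, in the libraries labelled CDX2KO_BRAF. BRAF libraries under a wrong label are argued against by the highest correlation with a BRAF library, 0.882, which lies below the lowest within BRAF, 0.897. SMAD4KO_BRAF libraries under a wrong label are argued against by the lowest Smad4 FPKM of 35.3 in the labelled libraries, where the highest in SMAD4KO_BRAF was 10.7. It stays open whether a transcript without the floxed part is counted, since the rise of log2 0.859 comes from the whole-gene value, the only one deposited. A transcript that lacks that part could be made at a higher rate, and exon-level counts are the test.

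Lower brush border genes in SMAD4KO_BRAF may reflect fewer villus enterocytes in these crypt preparations. That explanation needs the other epithelial lists to shift alike and not down, and the lowest median of 6 such lists, cell cycle, stem, Paneth, goblet, enteroendocrine and tuft, was 0.096, with a largest gap between them of 0.776 ± 0.472. Reduced differentiation of the enterocytes is the biological alternative, would give the same values and stays open. A single BRAF library does not account for the fall, since the list stayed at -0.818 or lower without any BRAF library, and neither does the other structure of the libraries, since it stayed at -0.93 with that structure as a term. The list median of 1.003 in size exceeded the highest of the other splits, 0.824, in 1 of 10 splits counting the real one.

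The 6 libraries of BRAF and SMAD4KO_BRAF can be parted into groups of 3 in 10 ways, too few for a share under 0.05. The real split called 9 genes and the highest of the others 50, and 2 of the 10 splits called at least 9. Genes at an unadjusted p under 0.05 numbered 1827 in the real split and 156 to 3081 in the others. The real split called 15 lists and the highest of the others 19, with 6 of the 10 splits at 15 or more. Short RNA genes listed at 0 in one group and at 5 or more in the other numbered 5 in the real split and 6 in the highest of the others. The split with 50 genes sets BRAF library 1 and SMAD4KO_BRAF libraries 1 and 2 against the other 3 and points to a structure of the samples. In it T cell genes differed by a median of 2.08, cell cycle genes by 0.40 and brush border genes by -0.82. Some lists passed in camera there with medians further from 0 than in the real split. Transporters were at -0.91 against -0.80 and stem cell genes at 0.51 against 0.46. Lipid absorption genes were at -0.85 against -0.78 and oxidative phosphorylation genes at -0.38 against -0.30. Cholesterol and Paneth cell genes did not pass in that split, at -0.06 and -0.18 (camera, adjusted p = 0.590 and 0.644). With that side as a term 2 genes were higher and 4 lower in SMAD4KO_BRAF against BRAF, all 6 among the 9, and the calls of Id3 (0.0531, range 0.0140 to 0.152), Slc5a4a (0.0622, range 0.00316 to 0.152) and Efcab4b (0.0601, range 0.00371 to 0.157) ended.

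Some values stood apart in 1 or 2 libraries across the groups, in genes chosen after their values were seen. Pla2g2a was at an FPKM of 2546 in SMAD4KO_BRAF library 1 and at 15.6 to 49.9 in the others. Nnt was at 9.29 and 9.74 in BRAF library 0 and SMAD4KO_BRAF library 0, both male, and at 16.0 to 21.6 in the others.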
